# Multiscale analysis of a regenerative therapy for treatment of volumetric muscle loss injury

**DOI:** 10.1038/s41420-018-0027-8

**Published:** 2018-02-20

**Authors:** Carlos A. Aguilar, Sarah M. Greising, Alain Watts, Stephen M. Goldman, Chelsea Peragallo, Christina Zook, Jacqueline Larouche, Benjamin T. Corona

## Abstract

Skeletal muscle possesses a remarkable capacity to regenerate when injured, but when confronted with major traumatic injury resulting in volumetric muscle loss (VML), the regenerative process consistently fails. The loss of muscle tissue and function from VML injury has prompted development of a suite of therapeutic approaches but these strategies have proceeded without a comprehensive understanding of the molecular landscape that drives the injury response. Herein, we administered a VML injury in an established rodent model and monitored the evolution of the healing phenomenology over multiple time points using muscle function testing, histology, and expression profiling by RNA sequencing. The injury response was then compared to a regenerative medicine treatment using orthotopic transplantation of autologous minced muscle grafts (~1 mm^3^ tissue fragments). A chronic inflammatory and fibrotic response was observed at all time points following VML. These results suggest that the pathological response to VML injury during the acute stage of the healing response overwhelms endogenous and therapeutic regenerative processes. Overall, the data presented delineate key molecular characteristics of the pathobiological response to VML injury that are critical effectors of effective regenerative treatment paradigms.

## Introduction

Skeletal muscle comprises over 40% of body mass in lean individuals, is primarily responsible for coordinating voluntary movements and can readily adapt to its environment. After injury, skeletal muscle is capable of repairing and regenerating through a pool of resident stem cells (satellite cells) that activate, proliferate, differentiate, and fuse to form new or repair existing multinucleated myofibers^1^. However, after volumetric muscle loss (VML) injury^2^, which is a type of severe trauma that ablates resident cells and structures primarily responsible for regeneration, the intrinsic muscle regenerative process fails^3^. Instead, gross compartmental tissue fibrosis manifests^4,5^ and chronic functional deficits result. VML is a common clinical outcome after open or closed (e.g., crush injury requiring fasciotomy and tissue evacuation) extremity trauma, for which there are currently no regenerative standards of care.

The magnitude and location of VML injuries result in considerable heterogeneity and necessitate a cadre of therapies. For instance, a small VML defect isolated to a peripheral portion of a muscle unit may be best compensated by synergist hypertrophy mediated through physical therapy. Whereas, massive VML defects have been shown to not respond to conventional physical therapy and may require regenerative medicine augmentation. Regenerative treatments for VML have utilized various strategies^6–14^ but require significant further advancement to be of therapeutic benefit to patients presenting acute or chronic VML injury.

The fairly extensive number of regenerative therapies that have been tested for VML repair have proceeded to date without a comprehensive understanding of the pathophysiology of the injury response. Animal models of VML injury have described^15,16^ a dysregulated immune response that coincides with aberrant or muted muscle fiber regeneration and fibrosis, although the temporal coordination of these events and drivers of this response trajectory have not been elucidated. Without determination of a clearly effective therapy and lack of knowledge of the molecular phenomenology-mediating injury repair, further advancement of the field depends on understanding and mitigation of the host pathobiological response. Thus, a key step to advance translational medicine in this domain is to establish a comprehensive reference map of the various molecular patterns that drive the diverse sub-processes through time and identify critical factors that influence and modulate gene expression amplitude and dynamics. The formulated unbiased views of the pathophysiology can then serve as a guide to assess and enhance new therapeutic modalities for VML.

Herein, we administer a VML injury to a rodent model and track the molecular phenomenology and etilogy through multiple time points using muscle function testing, histology, and expression profiling by RNA sequencing (RNA-Seq) (Fig. 1). Next, we evaluate the effect of a regenerative therapy (orthotopic transplantation of autologous minced muscle grafts (MMGs)) and compare readouts of tissue and molecular function. Employing this approach, we were able to quantitatively understand the time course of tissue-level changes induced by a regenerative therapy and establish metrics for assessing progression through discrete healing state transitions. This schema provides a resource to understand the physiologic response to VML as well as to enable sensitive evaluation of regenerative therapies after severe trauma.

**Fig. 1:**
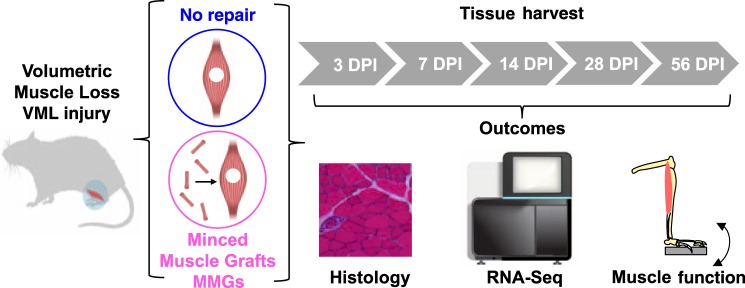
Schematic of experimental approach to define the molecular response to volumetric muscle loss (VML) injury and how transplantation of autologous minced muscle graft (MMGs) impacts regenerative trajectory. Injured and uninjured muscles were extracted at multiple days post injury (DPI) and characterized using histology, high-throughput sequencing of RNA (RNA-Seq), and muscle function

## Results

### VML induces fibrotic scarring and poor muscle regeneration

VML injury was surgically created unilaterally in the rat tibialis anterior (TA) muscle and assessed for in vivo neural-evoked strength deficits intermittently post injury (Fig. 2a). At 3, 7, 14, 28, and 56 days post injury, ~88, 69, 67, 59, and 52% of strength was lost, respectively. Histologically, VML injury resulted in a clear muscle defect devoid of muscle fibers, and an associated influx of inflammatory cells over the ensuing weeks (Fig. 2b). Macrophages (CD68^+^ cells) persisted in the defect for weeks to months after injury (Fig. 2b). Consistent with previous studies demonstrating gross fibrosis within the VML wound bed^3,16,17^, evidence of muscle fiber regeneration within the defect was limited out to 56 days post injury.

**Fig. 2:**
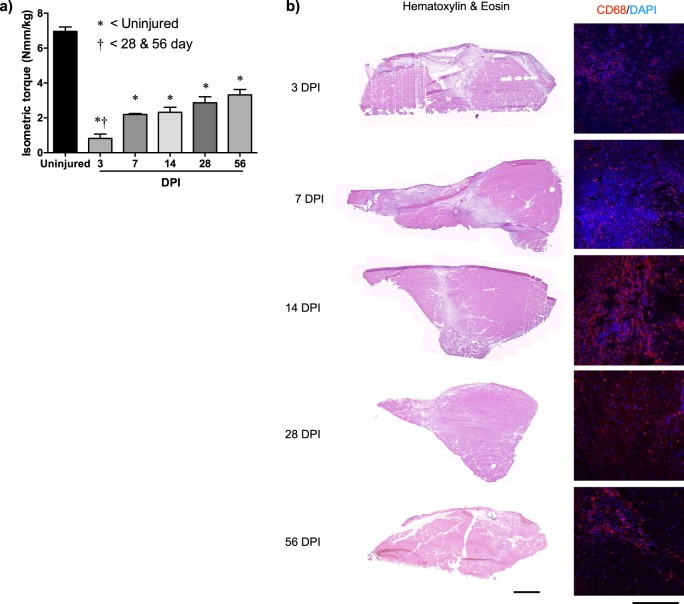
VML injury in the rat TA muscle induces chronic strength deficits and prolonged tissue damage. **a** TA muscle maximal isometric torque was elicited using common peroneal nerve stimulation in uninjured and VML injured (non-repair) muscle at the specified days post injury (DPI). Values are mean ± sem. *, †: *p* < 0.05. **b** Representative TA muscle hematoxylin and eosin (H&E) and macrophage (CD68) probed sections are presented. Scale bars for H&E and CD68 images are 1000 and 150 µm, respectively. TA tibialis anterior, VML volumetric muscle loss

### Temporal transcriptomes of VML-injured tissues display pathways associated with heightened and sustained inflammation in combination with excessive fibrogenesis

To measure the molecular mechanisms contributing to poor muscle regeneration induced by VML, we performed expression profiling by RNA-Seq for unoperated controls, VML-affected muscles and unaffected contralateral muscle for multiple time points in the acute response phase (3, 7, 14, 28 days post injury). 

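RNA from the rat TA muscle was quantified by the authors with Kallisto, and the values deposited for each library are TPM (transcripts scaled to the total of the library) for each gene symbol. TPM scales every library to the same total, so the depth behind a value is unknown and no counting error can be attached to it. The symbols run in alphabetical order, and the 16181 used end at Tubb3. The last entry, Tubb4a, was incomplete, and genes later in the alphabet were not analysed here. The control group held 4 muscles, the left and right TA of 2 unoperated rats. Non-repaired injured muscles came from 3 rats at 3 days post injury (DPI), 8 at 7 DPI, 4 at 14 DPI and 4 at 28 DPI, and contralateral muscles from 2, 6, 2 and 2 rats. Libraries of one muscle were averaged, which left 8 values from 11 libraries for the injured muscles at 7 DPI. Rats labelled as running, a condition absent from the paper's text, were left out of these comparisons. A gene was tested if its mean exceeded 1 TPM in at least 1 of 17 groups, minced graft groups included, which held for 11204 genes. Differences were tested with limma on log2(TPM + 1), in one model of 70 muscles with 53 residual degrees of freedom, and all fold changes are on that scale. A gene is called when its Benjamini-Hochberg adjusted p is under 0.05 and its log2 fold change is beyond 1 in either direction, the thresholds of the paper's methods. The paper tested gene counts, which were not used here. All control rats belong to one numbered series and all operated rats to another, so a comparison with control muscle alone cannot part the series from the injury. Contralateral muscles belong to the series of the injured muscles, and of the genes called against control muscle, 3287 (60.9%), 3747 (90%), 1945 (71.4%) and 1167 (52.2%) were also called against contralateral muscle in the same direction at 3, 7, 14 and 28 DPI.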

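Pearson's r of log2(TPM + 1) was computed across genes between muscles of the same group. Genes are not independent replicates, so no p is given. Among the 4 control muscles r ranged from 0.974 to 0.994 over 6 pairs, with a median of 0.987. Among non-repaired injured muscles the median r was 0.979 at 3 DPI (3 pairs), 0.979 at 7 DPI (28 pairs), 0.993 at 14 DPI (6 pairs) and 0.988 at 28 DPI (6 pairs). The single pair of contralateral muscles gave an r of 0.987 at 3 DPI, 0.993 at 14 DPI and 0.995 at 28 DPI. At 7 DPI the 15 contralateral pairs ranged from 0.407 to 0.995, with a median of 0.680. For comparison, control muscles against injured muscles at 3 DPI had a median r of 0.811 over 12 pairs. Over all groups of the series, minced graft and running groups included, the median was 0.985 over 221 pairs, and a pseudocount of 0.1 TPM moved it to 0.977. A second library was made from 3 of the injured muscles at 7 DPI, and it correlated with the other library of its muscle at 0.820, 0.777 and 0.696.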

Biological and technical replicates for all three sample types demonstrated excellent correlations and reproducibility across all time points. 

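Reads per library cannot be recovered from TPM, so the paper's minimum depth was not applied. The paper also removed samples that PCA of its gene counts showed as outliers, and that step was not applied here either. Values that keep all libraries may therefore include libraries that the paper discarded. The libraries differed in the number of genes above 1 TPM and in the share of TPM taken by 5 ribosomal RNA genes. In 13 libraries, called low-complexity libraries here, between 901 and 5712 genes were above 1 TPM, and ribosomal RNA took between 71.6% and 84% of the TPM in 12 of them. In all other libraries between 7866 and 10948 genes were above 1 TPM, and ribosomal RNA took at most 16.7%. Of the 13 libraries, 3 are injured and 2 are contralateral libraries of non-repaired rats at 7 DPI, and 8 belong to running rats. Each of the 3 injured libraries is one library of the pairs above, whereas leaving out the 2 contralateral libraries removes 2 of 6 muscles. Pairs of libraries from one muscle without a low-complexity library, found in running rats alone, correlated at 0.9964 and 0.9973. All pairs with such a library lay between 0.6555 and 0.8358. With all 13 left out the median r at 7 DPI was 0.991 among contralateral muscles (0.984 to 0.995 over 6 pairs) and 0.981 among injured muscles. The limits behind this choice (ribosomal RNA above 30% or fewer than 5000 genes above 0 TPM) were set after seeing these library values and before any comparison was fitted. Values without the low-complexity libraries are given beside the others where they change a result.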

Samples that did not meet adequate thresholds were discarded. In total, 16,020 mRNAs were detected (TPM > 1) for at least one time point; and 4,897 genes were observed to be dynamic (fold change > 2) at one or more time points (Fig. 3a). 

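Of the 16181 symbols, 10975 had a mean above 1 TPM in at least 1 of the control, contralateral and non-repaired groups, and 11567 were above 1 TPM in at least 1 single library. Against control muscle, 5400 genes were called at 3 DPI (5118 higher and 282 lower), 4163 at 7 DPI (3771 higher and 392 lower), 2724 at 14 DPI (2698 higher and 26 lower) and 2237 at 28 DPI (2227 higher and 10 lower). In all, 5896 genes were called on at least 1 day. The alternative that moved this total most took contralateral muscle of the same day as the reference, which gave 8574, and each library as its own sample gave 4874. Groups did not overlap for 5346, 3914, 2702 and 2210 of the genes called on the 4 days. Chance alone gives 5.71%, 0.404%, 2.86% and 2.86% of all genes, called or not, if left and right control muscles count as independent. Called genes were selected for a difference, so their separation is no separate evidence. Both muscles of many rats were sequenced. After group means were removed, muscles of one rat correlated at 0.145 on average and muscles of different rats at -0.03. With the rat as a random block, at a within-rat correlation of 0.158 in that model, 5314, 4107, 2690 and 2205 genes were called. The median log2 fold change over all tested genes was 0.97, 0.65, 0.53 and 0.52, so the share of called genes that are higher includes a shift common to most genes. The low-complexity libraries left out, the counts were 5952, 5447, 2893 and 2409, and 6583 on at least 1 day. With those libraries left out and TPM also rescaled by median-of-ratios size factors, a combination chosen after seeing the counts above, the median shift was 0.32, 0.31, 0.20 and 0.19. The counts then were 4535, 3946, 2352 and 1696, of which 69.9%, 73.2%, 86.5% and 89.6% were higher, against 94.8%, 90.6%, 99% and 99.6% before. Among called genes whose groups do not overlap, the highest log2 fold changes were those of Spp1 (10.42), Gpnmb (8.80) and Mt1 (8.56) at 3 DPI and Postn (8.15), Cthrc1 (7.43) and Sln (7.43) at 7 DPI. Postn (7.96), Sln (7.10) and Klk1 (6.80) led at 14 DPI, and Sln (7.27), Ankrd1 (6.34) and Postn (6.26) at 28 DPI. The lowest at 3 DPI were those of Ostn (-4.06), RGD1565323 (-3.67) and Myl2 (-3.67).

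**Figure D1:**
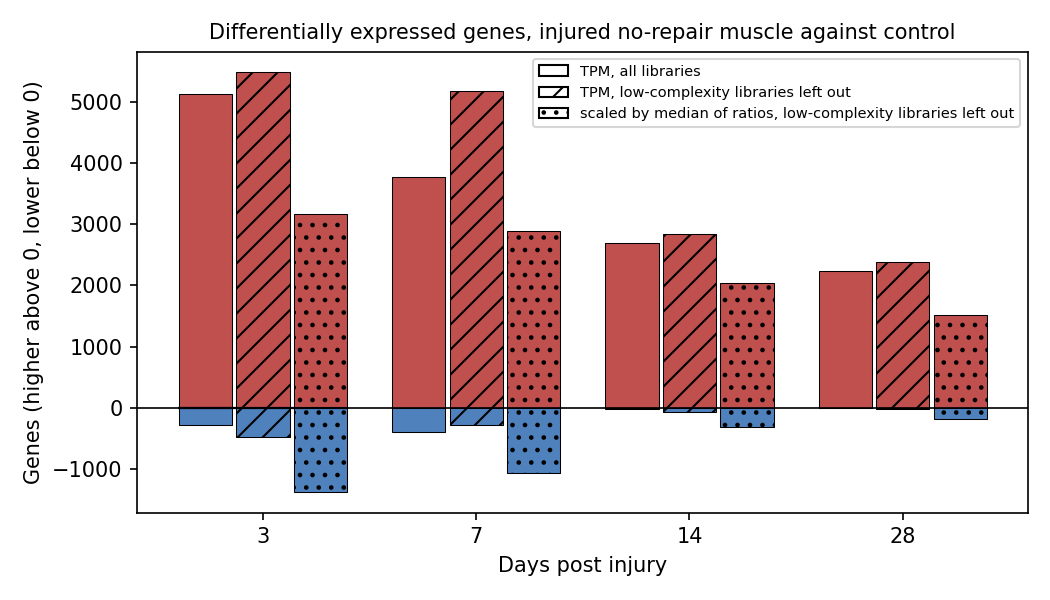
Genes called in non-repaired injured muscle against control muscle by day post injury, higher above and lower below 0. The number of higher genes falls from 5118 at 3 DPI to 2227 at 28 DPI.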

Principal component analysis (PCA) of the data sets revealed the contralateral uninjured tissues clustered together for all time points and in close proximity to control tissues (Fig. 3b). 

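Contralateral muscle of non-repaired rats was compared with control muscle by the same model. It gave 244 called genes at 3 DPI (243 higher), 4064 at 7 DPI (4047 lower), 2 at 14 DPI and 4 at 28 DPI. Acot4 was higher and Ciart lower at 14 DPI, and Mir223, Acot4 and Mobp were higher and Hmgn5 lower at 28 DPI. With 2 contralateral muscles against 4, groups do not overlap by chance for 13.3% of genes. Leaving out the low-complexity libraries gave 735, 96, 93 and 32 genes. Only 19 of these 96 genes at 7 DPI were lower and the others were higher. With size factors as well, 20 of 146 genes at 7 DPI were lower. The mostly lower direction of the 4064 genes thus depended on the low-complexity libraries. The block by rat gave 177, 4135, 2 and 3 (within-rat correlation of that model 0.158, mean same-rat correlation 0.145). Averaging the left and right control muscles of each rat gave 10 genes at 3 DPI, 14 at 7 DPI and 0 at 28 DPI (95 at an unadjusted p under 0.05). PCA was run on the 5896 genes called on at least 1 day, and its first 2 components held 73.4% and 13.8% of the variance. In that plane, control muscles lay 29.7 units on average from the mean position of the 12 contralateral muscles, and the contralateral muscles themselves 54.7 ± 52.7 (SD). Once the low-complexity libraries were left out, the order was the other way round: the contralateral muscles lay 10.6 ± 11.5 from their mean (10 muscles) and the control muscles 22.7. With size factors as well, these distances were 4.97 and 20.6.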

PCA also revealed the tissues extracted 3 days post injury displayed significant separation from other time points and the tissues progressed back toward the contralateral uninjured tissues as time progressed. However, for tissues extracted at 28 days post injury, a distinct separation was observed between the injured and uninjured tissues, indicative the tissue did not fully heal as measured by tissue transcriptome.

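The mean distance of injured muscles from the contralateral mean position in the plane of the first 2 components was 179.7 at 3 DPI (SD 11.3, 3 muscles), 140.1 at 7 DPI (SD 17.8, 8 muscles) and 107.6 at 14 DPI (SD 9.08, 4 muscles). Leaving out the low-complexity libraries gave distances of 165.9, 141.5 and 89.6. The 5896 genes of this PCA were chosen by the comparison with control muscle, so distances were tested in a PCA of all 11204 tested genes, with the contralateral mean position recomputed in each split, a test chosen after the distances above were seen. There the injured muscles lay at 193.1, 151.4 and 120.1 and the 12 contralateral muscles at 93.4, and the one-sided exact permutation p were 0.0901, 0.150 and 0.400. With the low-complexity libraries left out, the injured muscles lay at 169.5, 145.4 and 90.4 and the 10 contralateral muscles at 13.8, with p of 0.00350, 2.29e-05 and 9.99e-04, the smallest values the splits allow. Tested directly with limma, injured muscles at 3 DPI differed from those at 28 DPI in 2681 genes, 2410 higher and 271 lower.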

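At 28 DPI the 4 injured muscles lay 92.4 ± 7.88 (SD) from the contralateral mean position, 1.69 times the mean distance of the contralateral muscles. The 2 contralateral muscles with a low-complexity library lay farther out, at 149.5 and 175.3. With those libraries left out the mean distance of the injured muscles was 72.7, the lowest injured muscle was at 66.1 and the highest contralateral muscle at 38.5. The ratio of distances was then 6.88. With all tested genes in place of called genes the ratio was 1.16 (one-sided exact permutation p 0.450), and 5.47 without the low-complexity libraries (p 9.99e-04, the smallest that 1001 splits allow). Against contralateral muscle of the same day, 3368, 8113, 2034 and 1182 genes were called at 3, 7, 14 and 28 DPI. The block by rat gave 3581, 8214, 2048 and 1220 (within-rat correlation of that model 0.158, mean same-rat correlation 0.145), and leaving out the low-complexity libraries 4333, 5367, 2393 and 1513. At 28 DPI, 1167 genes were called against both references in the same direction, which is 52.2% of those called against control.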

**Fig. 3:**
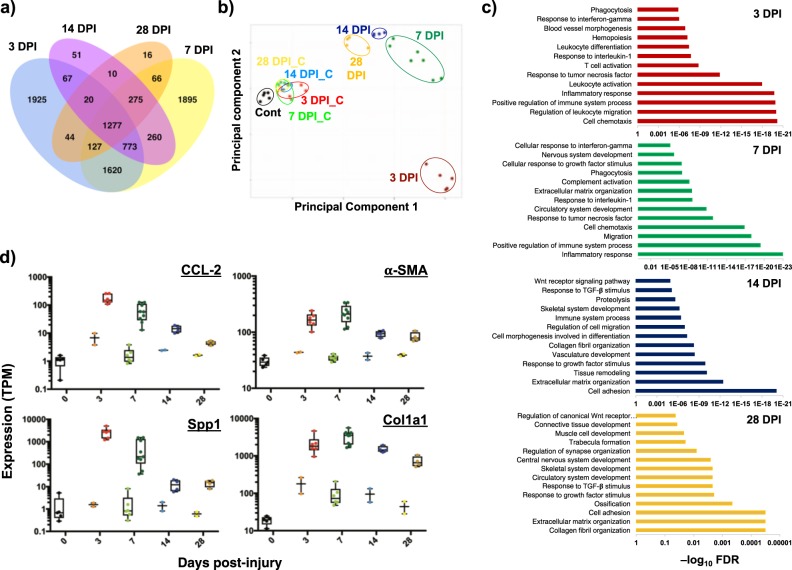
Characterization of molecular response to VML injury. **a** Venn diagram showing number of unique and overlapping differentially expressed genes for muscle tissues administered VML injury and extracted at different days post injury (DPI). Days 3 and 7 show the most unique differentially expressed genes. **b** Principal component analysis (PCA) of RNA-Seq data sets from control (cont), injured (example: 3 DPI), and uninjured (example: 3 DPI_C) data sets from different time points harvested show distinct separation between injured and uninjured samples. **c** Enriched pathways associated with differentially expressed genes from each time point. Enrichment scores are plotted as −log_10_(FDR), where FDR is the false discovery rate. **d** Individual graphs of gene expression plotted in TPM (transcripts per million reads) where uninjured samples are plotted first and injured samples are plotted second for each time point. CCL2: C-C Motif chemokine ligand 2, SPP1: secreted phosphoprotein 1, α-SMA: alpha smooth muscle actin, Col1a1: collagen type I alpha chain. VML volumetric muscle loss

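Of the genes called against control on at least 1 day, 1575 (26.7%) were called at 3 DPI alone, 264 (4.5%) at 7 DPI alone, 25 at 14 DPI alone and 56 at 28 DPI alone. Another 1196 genes (20.3%) were shared by 3 and 7 DPI alone, 541 by 3, 7 and 14 DPI, and 1988 (33.7%) by all 4 days. The counts for a single day moved most with contralateral muscle of the same day as the reference: 425, 4810, 9 and 16, with 967 on all 4 days. They were 1035, 355, 15 and 49 without the low-complexity libraries, with 2105 on all 4 days.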

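In control muscle the mean TPM (± SD) was 1.03 ± 0.589 for Ccl2, 0.55 ± 0.200 for Spp1, 30.9 ± 6.19 for Acta2 and 17.6 ± 4.40 for Col1a1. Ccl2 rose to 136.2 ± 26.8 TPM at 3 DPI and then measured 39.3 ± 17.4, 14.5 ± 4.035 and 4.56 ± 0.689 at 7, 14 and 28 DPI (log2 fold change at 28 DPI 1.50, SE 0.353, adjusted p from limma 4.21e-04). Spp1 measured 2257 ± 916, 282.2 ± 268, 12.6 ± 6.95 and 14.3 ± 4.65 TPM (at 28 DPI 3.25, SE 0.590, 7.83e-06). Acta2 measured 179.9 ± 71.4, 158.8 ± 53.6, 93.6 ± 11.7 and 83.1 ± 16.0 TPM (at 28 DPI 1.40, SE 0.555, 0.0401). Col1a1 measured 1716 ± 660.1, 2593 ± 1344, 1512 ± 289.9 and 717.2 ± 234 TPM (at 28 DPI 5.25, SE 0.494, 3.84e-13). All 4 genes were called higher on every day. Rescaled by size factors and without the low-complexity libraries, Acta2 at 28 DPI had a log2 fold change of 0.93 and was no longer called. Leaving those libraries out alone raised the 7 DPI means to 56.7 ± 38.1 TPM for Ccl2, 455.4 ± 557.9 for Spp1, 205.7 ± 71.4 for Acta2 and 3265 ± 1329 for Col1a1.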

Pathway analysis of the differentially expressed genes for 3 days post injury revealed a large number of gene sets associated with chemotaxis, inflammation, and immune cell infiltration. 

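Gene sets were taken from lists of known genes written before the values were seen, and tested with camera of limma at an inter-gene correlation of 0.01. Adjusted p are over all sets and days of a comparison. At 3 DPI all 29 leukocyte markers were called higher (median log2 fold change 5.35, adjusted p 3.23e-21). Among inflammatory mediators 30 of 31 were called higher (median 3.17, adjusted p 1.13e-11), and among chemokine ligands 25 of 28 (median 2.71, adjusted p 1.19e-04). The macrophage marker Cd68 rose from 0.985 to 332.1 TPM. Over all lists together, 275 of 350 genes were called at 3 DPI when adjusted over all tested genes and 276 when adjusted over the listed genes alone. At 3 DPI 9 sets passed an adjusted p of 0.05, and 17 of 35 splits of the same muscles gave as many. Uneven splits keep part of a real difference, so this count cannot decide whether chance accounts for the 9 sets. The alternative that moved the gene set tests most estimated the inter-gene correlation from the data, and then no set passed on any day. Leaving out the low-complexity libraries gave adjusted p of 1.61e-08 for leukocyte markers, 9.39e-05 for inflammatory mediators and 0.128 for chemokine ligands.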

Previous muscle regenerative studies^18,19^ have shown inflammation -related programs subsided after several days, but many of these genes remained upregulated over the entire time course (Fig. 3c–d). 

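The number of leukocyte markers called higher was 28, 28 and 25 of 29 at 7, 14 and 28 DPI, and 25 were called on all 4 days. Among the 31 inflammatory mediators the counts were 25, 21 and 16, with 16 on all 4 days, and among the 28 chemokine ligands 20, 16 and 13, with 13 on all 4 days. Rescaled by size factors and without the low-complexity libraries, the counts were 28, 28 and 24 for leukocyte markers (24 on all 4 days), 22, 20 and 11 for inflammatory mediators (10 on all 4 days) and 20, 16 and 12 of 27 for chemokine ligands (12 on all 4 days). Adjusted over the listed genes alone, the chemokine count at 28 DPI was 15. The set test at 28 DPI gave an adjusted p of 1.43e-16 for leukocyte markers, 6.71e-04 for inflammatory mediators and 0.0572 for chemokine ligands. Left without the low-complexity libraries, these were 1.23e-06, 0.187 and 0.803. The median log2 fold change of each list fell with time: from 5.35 at 3 DPI to 1.83 at 28 DPI for leukocyte markers, from 3.17 to 1.09 for inflammatory mediators and from 2.71 to 1.22 for chemokine ligands. Cd68 measured 30.6 TPM at 14 DPI and 26.2 TPM at 28 DPI (log2 fold change 3.99 and 3.50, adjusted p 9.90e-15 and 3.62e-12). At 28 DPI a single muscle had 59.44 TPM and the others 13.6 to 16.92, so the mean lies above all but this muscle.

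**Figure D2:**
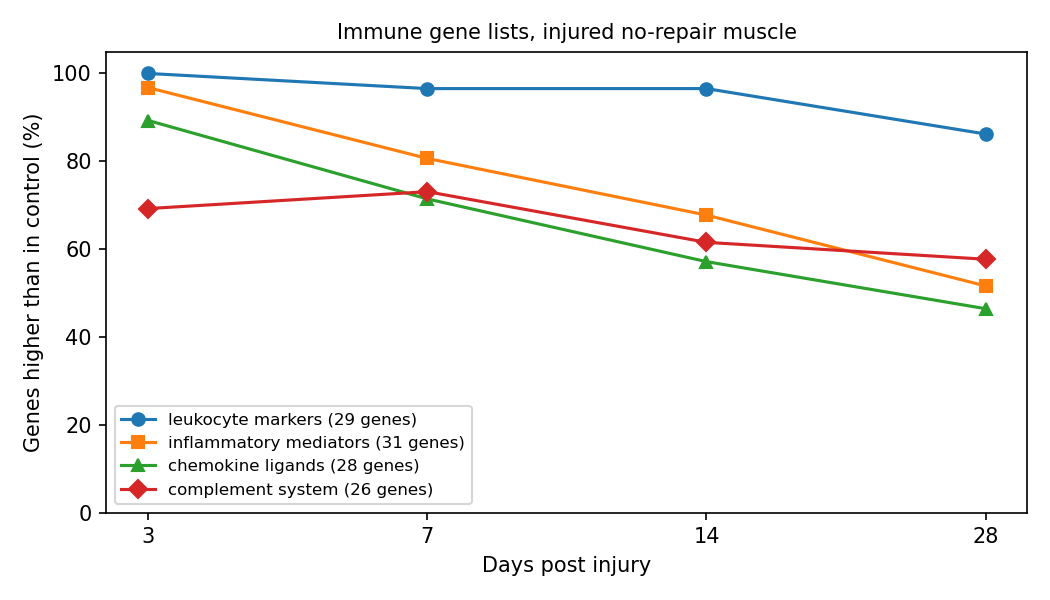
Percent of the genes of each list called higher in non-repaired injured muscle than in control muscle, by day post injury. Lists hold 29 leukocyte markers, 31 inflammatory mediators, 28 chemokine ligands and 26 complement genes.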

Detection of these transcripts was also consistent with immuno-staining of the injured muscle, whereby invasion of CD68^+^ cells (monocytes and macrophages) into the injured site was observed 14 and 28 days post injury (Fig. 2b). At 7 days post injury, many of the pathways associated with the inflammatory response and immune system remained upregulated, such as the Complement pathway. 

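At 7 DPI, 19 of 26 complement genes were called higher and 1 was called lower, with a median log2 fold change of 2.91 (adjusted p 1.27e-05 by the set test, 0.00558 without the low-complexity libraries). The extremes of the list were -1.64 and 4.87. Adjusting over the listed genes alone left the number called at 20. At the same day the set test gave an adjusted p of 1.63e-17 for leukocyte markers and 1.16e-07 for inflammatory mediators.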

Previously, sustained activation of the Complement system in regenerating muscle was shown to stimulate Wnt signaling^20^ and promote fibrosis by attenuating satellite cell proliferation^21,22^ and increasing fibroblast production of collagen^23^. Consistent with this observation, strong increases in expression of a family of genes-associated connective tissue cells (Col1a1, α-SMA/Acta2, S100a4) along with extracellular matrix (ECM) deposition and remodeling such as structural components (collagen and elastin) were detected. This result was also in agreement with histological observations of fibrotic supplantation of muscle tissue (Fig. 2b) at this time period. 

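At 7 DPI the log2 fold change against control was 7.03 for Col1a1 (SE 0.428, adjusted p 2.29e-22), 2.28 for Acta2 (SE 0.481, 4.20e-05), 5.06 for S100a4 (SE 0.499, 7.78e-14) and 3.72 for Eln (SE 0.356, 2.68e-14). S100a4 went from 29.2 TPM in control muscle to 1003 TPM, and Eln from 3.63 to 61.5 TPM. All 9 fibrillar collagen genes were called higher at 7 DPI (median 4.68, adjusted p of the set 4.78e-08), as were all 27 other structural matrix genes (median 4.08, 1.80e-16). On 3, 14 and 28 DPI the collagen count was 8, 9 and 8, and the count of the other structural genes 27, 27 and 26.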

At 14 and 28 days post injury, fibrogenic pathways such as Wnt, transforming growth factor beta (TGF-β), and other ECM pathways remained enriched and indicated that the regenerative process began to fail and been replaced by fibrosis. 

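In the list of 40 TGF-β pathway genes, 20 were called higher at 14 DPI (median log2 fold change 1.07, adjusted p of the set 0.0258) and 19 at 28 DPI (median 0.87, adjusted p 0.00308). At 3 and 7 DPI the counts were 25 and 24 with adjusted p of 0.297 and 0.0987, so the set passed the threshold on the later days while its genes changed less. The counts were 16, 19, 17 and 16 at 3, 7, 14 and 28 DPI with size factors and without the low-complexity libraries. The set test compares a list with all other genes, whose median was itself above 0 on each day. Structural matrix genes other than fibrillar collagens gave an adjusted p of 2.66e-25 at 14 DPI and 2.17e-23 at 28 DPI, and fibrillar collagens 6.42e-11 and 1.18e-09. Only 36 of 59 Wnt pathway genes (61.0%) were among the symbols used, because 20 come later in the alphabet than the last one. Under the limit of 80% set for gene lists, the Wnt list was not tested.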

Taken together, these results suggest VML induces strong and persistent overexpression of inflammatory transcripts, which in turn provokes dysregulated ECM deposition and may inhibit satellite cell repair.

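Of 30 genes taken from the paper's results and discussion, 29 have values and Mef2c has none. Of the 29 genes, 25, 23, 22 and 22 were called in injured against control muscle at 3, 7, 14 and 28 DPI, and 25, 24, 22 and 22 when adjusted over these genes alone. Myogenic genes were called higher for 15, 15, 14 and 14 of 22 (adjusted p of the set 0.0192, 1.88e-05, 3.76e-07 and 4.78e-08). Adult muscle fiber genes were called lower for 20 and 19 of 22 at 3 and 7 DPI. At 14 and 28 DPI none was called, with 2 and 0 at an unadjusted p under 0.05, while their set was lower with adjusted p of 2.62e-07 and 1.26e-08. At 3, 7, 14 and 28 DPI 22, 14, 4 and 1 were called lower without the low-complexity libraries, and with size factors as well 22, 22, 7 and 7. From inflammatory transcripts that stay high over the time course, together with rising collagen and matrix transcripts, the paper proposes that persistent overexpression of inflammatory transcripts provokes dysregulated matrix deposition and may inhibit repair by satellite cells.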

### Orthotopic transplantation of autologous MMGs stimulates muscle repair and regeneration

Autologous MMGs have previously been shown to orchestrate de novo muscle fiber regeneration^11,24^. MMGs derived from syngeneic green fluorescent protein (GFP) Lewis rats were surgically implanted in a collagen gel in the VML defect site and progenitor cells derived from the minced grafts were observed to contribute to de novo muscle fiber regeneration, evidenced by the presence of GFP^+^ fibers 56 days post injury (Fig. 4a). Compared to non-repaired muscles, minced graft repair of VML injury significantly improved TA muscle strength across a range of peroneal nerve stimulation frequencies by 56–95% by 56 days post injury; however, minced graft repaired muscles still presented an ~26% deficit of maximal strength (Fig. 4b).

**Fig. 4:**
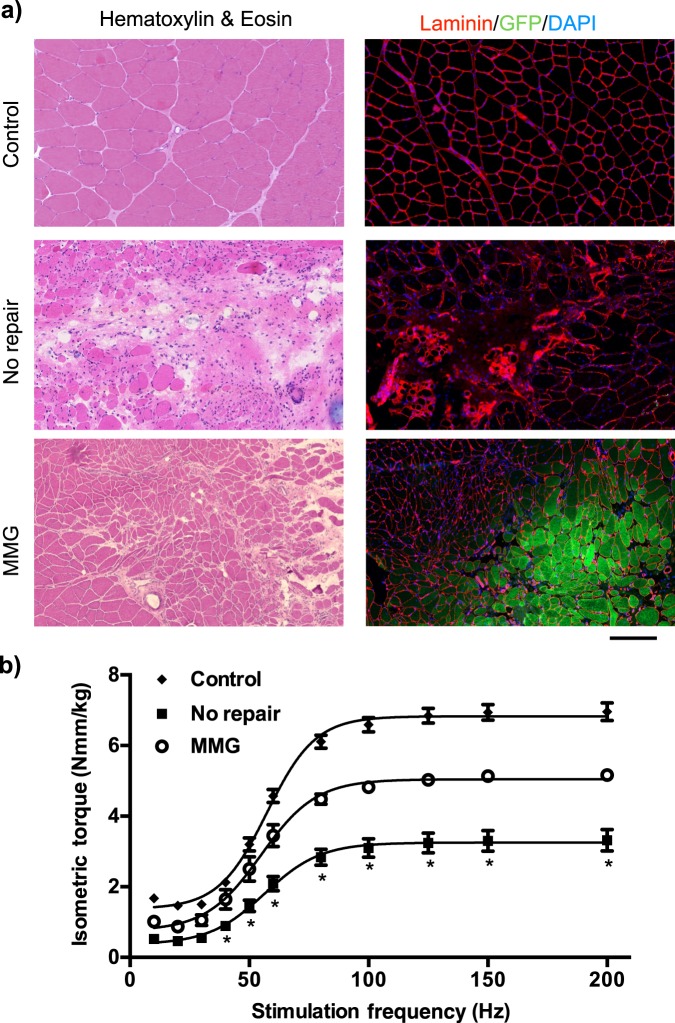
Autologous MMGs promote partial muscle fiber regeneration and functional recovery. **a** TA muscle sections stained with hematoxylin and eosin or probed for laminin, GFP, nuclei from control (uninjured), VML injured no repair and minced graft repaired muscles 56 days post injury are presented. Scale bar is 200 µm. **b** Maximal TA muscle isometric torque was measured as a function of stimulation frequency in each group at 56 days post injury. Values are mean ± sem. *p < 0.05. MMG minced muscle graft, TA tibialis anterior

### Gene expression programs after regenerative treatment display similar response trajectories to non-repaired tissues

To quantitatively understand how a regenerative medicine therapy converges to positively influence endogenous gene expression programs after VML, whole-tissue RNA-Seq was performed for each time point and condition. 

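The minced graft experiment had 7 injured muscles at 3 DPI, 8 at 7 DPI, 4 at 14 DPI and 4 at 28 DPI, with 2, 6, 2 and 2 contralateral muscles. These libraries entered the same limma model as the non-repaired ones, so both arms share the control group, the filter and the variance estimate. None of the low-complexity libraries belongs to these groups, whereas 3 libraries of non-repaired injured muscles at 7 DPI do. A comparison of the arms at 7 DPI therefore depends on whether those are kept. Each arm has muscles from both ranges of rat numbers at 7 DPI, and with the range as a covariate 118 genes were called higher and 9 lower at that day. Simulated data with these group sizes, 200 genes changed by 2 log2 units and the spread of all libraries gave back 82.5%, 95.5%, 79% and 78% of the changed genes between the arms at 3, 7, 14 and 28 DPI, and 100% on each day with the spread left once low-complexity libraries are out.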

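Fold changes against control muscle were computed for minced graft and non-repaired muscles, and compared across the 7110 genes called in either arm on at least 1 day. Both arms share one control group, which by itself raises the correlation, and genes are not independent replicates. Pearson's r was 0.990, 0.986, 0.985 and 0.982 at 3, 7, 14 and 28 DPI, the slope 1.06, 1.09, 1.06 and 1.04, and the share of genes with the same sign 99.5%, 99.6%, 98.9% and 98.8%. With each arm against its own contralateral muscles, r was 0.976, 0.860, 0.957 and 0.948, and at 7 DPI it was 0.976 without the low-complexity libraries. Minced graft muscle had 6425, 5946, 3465 and 2694 genes called against control. Of the genes called in non-repaired muscle, 98.9%, 97.1%, 98.9% and 98.1% were among them in the same direction. Tested directly, minced graft against non-repaired injured muscle gave 2 called genes at 3 DPI, 124 at 7 DPI (115 higher), 2 at 14 DPI and 0 at 28 DPI. At an unadjusted p under 0.05 there were 539, 4208, 196 and 81. At 7 DPI each library as its own sample raised the count to 6050. Size factors lowered it to 7, and to 1 with the low-complexity libraries left out as well. Leaving out the low-complexity libraries gave 2, 10, 3 and 0 (158 at an unadjusted p under 0.05 at 28 DPI), and the block by rat 2, 123, 2 and 0 (82 unadjusted at 28 DPI, within-rat correlation of that model 0.158, mean same-rat correlation 0.145). At 7 DPI, 49 of the 124 genes did not overlap between the arms, where chance gives 0.0155% of all genes, called or not. Of the 10 genes called without the low-complexity libraries, 0 were separated in this way. The highest of the 49 were Msr1 (log2 fold change 1.43, adjusted p 8.90e-09), Cadm4 (1.35, 5.13e-08) and Ly49si1 (1.31, 1.05e-07). At 14 DPI the 2 called genes, both separated, were Cst6 (1.35, adjusted p 5.19e-04) and Rassf7 (1.03, 0.00617), and at 3 DPI Mir6332 and Mir668 were lower, with overlapping groups.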

Differential expression (DE) analysis and hierarchical clustering of the data sets through time revealed highly similar patterns for the non-repaired samples with those that were treated with MMGs (Fig. 5a). This observation is clearly illustrated by a family of genes nominally associated with fibrosis (collagen 3-Col3a1, matrix-metalloproteinase 2-MMP2, TGF-β1, platelet-derived growth factor receptor α-PDGFRα, podoplanin-PDPN), where the expression pattern appeared invariant with treatment (Fig. 5b). This result was also viewed for multiple genes associated with negative regulation of myogenesis (inhibitor of differentiation 2-Id2, musculin-MSC, snail family transcriptional repressor 1-Snai1, myostatin-MSTN, bone morphogenetic protein 1-Bmp1). 

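All of Col3a1, Mmp2, Tgfb1, Pdgfra and Pdpn were called higher in injured than in control muscle on each day, with log2 fold changes from 3.88 to 6.14 at 3 DPI and from 2.33 to 4.86 at 28 DPI. Between minced graft and non-repaired muscle their log2 differences were 0.29 to 0.38 at 3 DPI, 0.44 to 0.74 at 7 DPI, 0.05 to 0.25 at 14 DPI and 0.14 to 0.27 at 28 DPI, and none was called. At an unadjusted p under 0.05 the 5 genes gave 0, 2, 0 and 0. At 7 DPI Pdgfra (0.68, SE 0.203, adjusted p 0.00918) and Tgfb1 (0.74, SE 0.243, 0.0192) passed the adjusted p without reaching the fold change. The range at 7 DPI was 0.08 to 0.39 without the low-complexity libraries, and Tgfb1 alone passed (adjusted p 0.0441). With size factors as well, the range was -0.02 to 0.29 and the lowest adjusted p 0.181, so the sign of Mmp2 changes.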

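Of Id2, Msc, Snai1, Mstn and Bmp1, all but Mstn were higher in injured than in control muscle on each day and called on each day. Mstn was lower: its log2 fold change was -1.42, -2.29, -1.02 and -0.59 at 3, 7, 14 and 28 DPI (adjusted p 0.0204, 5.98e-06, 0.102 and 0.404). It was called lower at 14 DPI too without the low-complexity libraries (adjusted p 0.00122), and with size factors as well at 28 DPI (-1.05, 7.70e-04). Minced graft against non-repaired muscle gave log2 differences between -0.16 and 0.40 at 3 DPI, 0.03 and 1.01 at 7 DPI, -0.06 and 0.35 at 14 DPI and 0.07 and 0.35 at 28 DPI. Only Snai1 at 7 DPI was called (1.01, SE 0.207, adjusted p 1.69e-04), while Msc (0.99, SE 0.184, 4.21e-05) and Bmp1 (0.64, SE 0.247, 0.0484) passed the adjusted p alone. Leaving out the low-complexity libraries, the 7 DPI range was -0.23 to 0.67 and Snai1 was no longer called (0.67, adjusted p 0.00506).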

Comparing the genes associated with positive myogenic regeneration (paired box protein 7-Pax7, myogenin-MyoG, myogenic factor 6-Myf6, embryonic myosin heavy chain-Myh3, Tmem8c-Myomaker) from the unrepaired samples with those treated with MMGs, increases in expression were observed over the time course for both types of samples but did not vary considerably with treatment. This result suggests that the acute VML response results in a robust tissue transcriptome characterized by a fibrotic pathology that suppresses relative expression of canonical myogenic pathways, regardless of treatment.

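Pax7, Myog, Myh3 and Tmem8c were called higher in injured than in control muscle on each day, and Myf6 on none (log2 fold change 0.77, 1.25, 0.86 and 1.08, adjusted p 0.375, 0.0638, 0.351 and 0.223). Myf6 was called at 7 DPI (1.61, adjusted p 1.51e-08) and 28 DPI (1.08, 5.29e-04) without the low-complexity libraries, and on no day with size factors as well, where Pax7 at 3 DPI (0.98) was not called either. Minced graft against non-repaired muscle gave log2 differences from -0.77 to 0.09 at 3 DPI, from 0.27 to 0.87 at 7 DPI, from 0.13 to 1.09 at 14 DPI and from -0.19 to 0.14 at 28 DPI, and none of the 5 genes was called. At an unadjusted p under 0.05 the counts were 0, 3, 1 and 0. At 7 DPI Pax7 (0.65, SE 0.184, adjusted p 0.00665), Tmem8c (0.67, SE 0.236, 0.0301) and Myh3 (0.87, SE 0.331, 0.0462) passed the adjusted p. None did once the low-complexity libraries were left out, the lowest adjusted p was 0.0857, and the sign of Myf6 changed. Myh3 at 14 DPI had the highest difference (1.09, SE 0.469), with an adjusted p of 1.

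**Figure D3:**
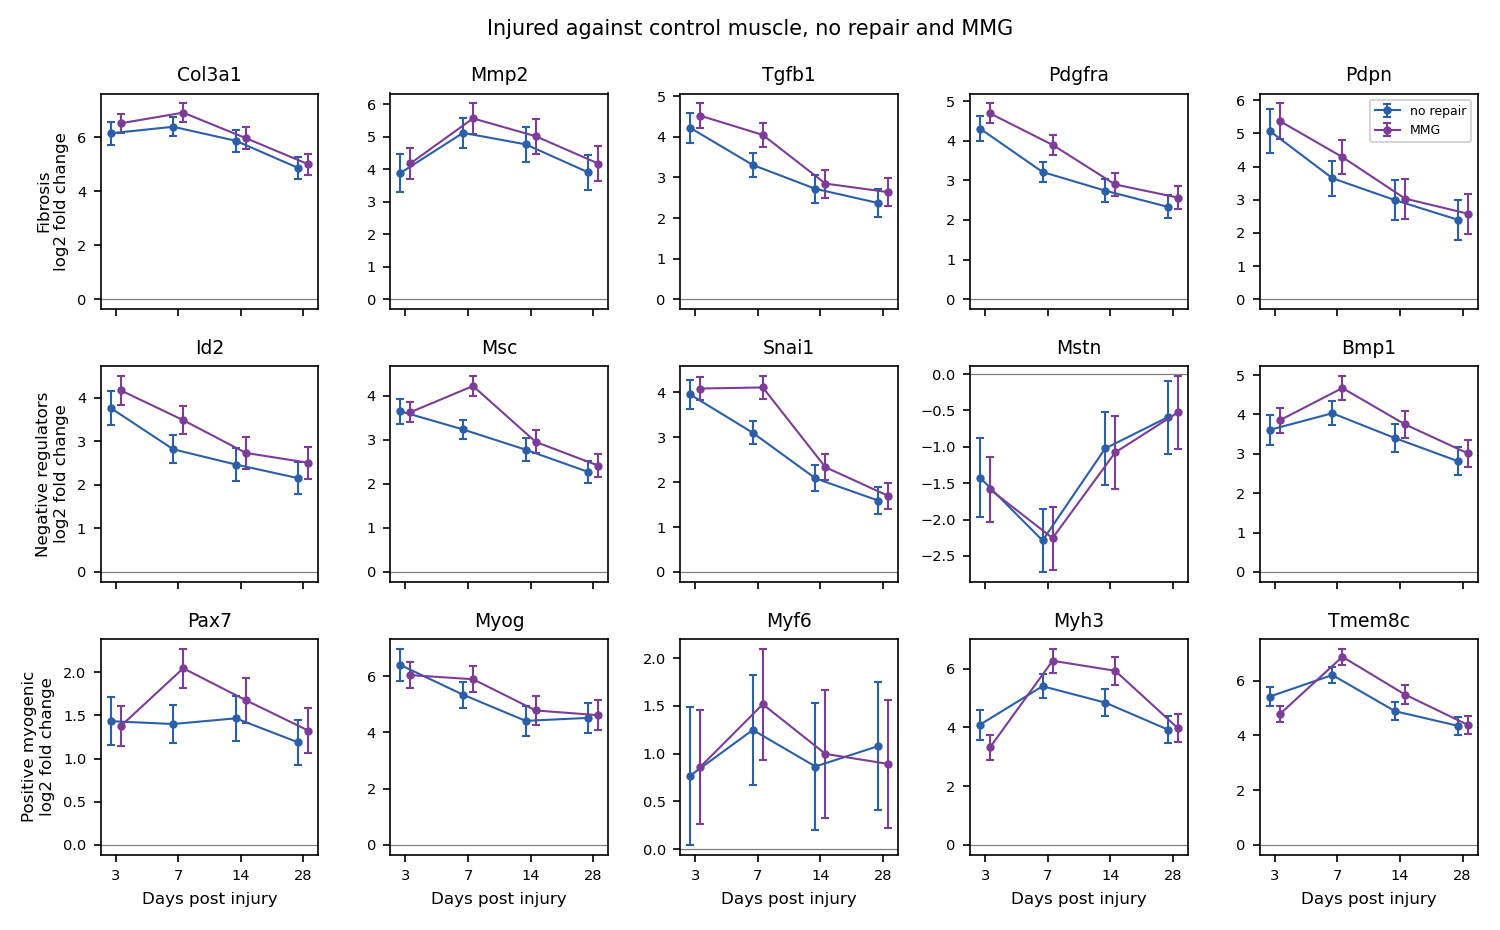
Log2 fold change against control muscle, with its SE, of 15 genes by day post injury, in non-repaired (blue) and minced graft (purple) muscle. Mstn is the one gene below 0 on every day in non-repaired muscle.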

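Over the 29 genes taken from the paper, minced graft against non-repaired muscle gave 0, 3, 0 and 0 called genes at 3, 7, 14 and 28 DPI, whether adjusted over all tested genes or over the named genes alone. At an unadjusted p under 0.05 there were 0, 16, 1 and 0. The 3 genes at 7 DPI were Spp1, Cd68 and Snai1, and without the low-complexity libraries Spp1 alone was called (log2 difference 2.22, SE 0.424, adjusted p 6.76e-04). Over all gene lists together, 0, 21, 0 and 0 of 350 genes were called (19, 185, 17 and 10 unadjusted). The paper's basis is that clustered patterns of differential genes were highly similar with and without treatment. Fibrosis genes and negative regulators of myogenesis appeared not to vary with treatment, and myogenic genes rose in both arms and differed little. From this the paper proposes that the acute response to injury sets a fibrotic transcriptome. That transcriptome, it proposes, holds down the relative expression of myogenic pathways with or without treatment.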

**Fig. 5:**
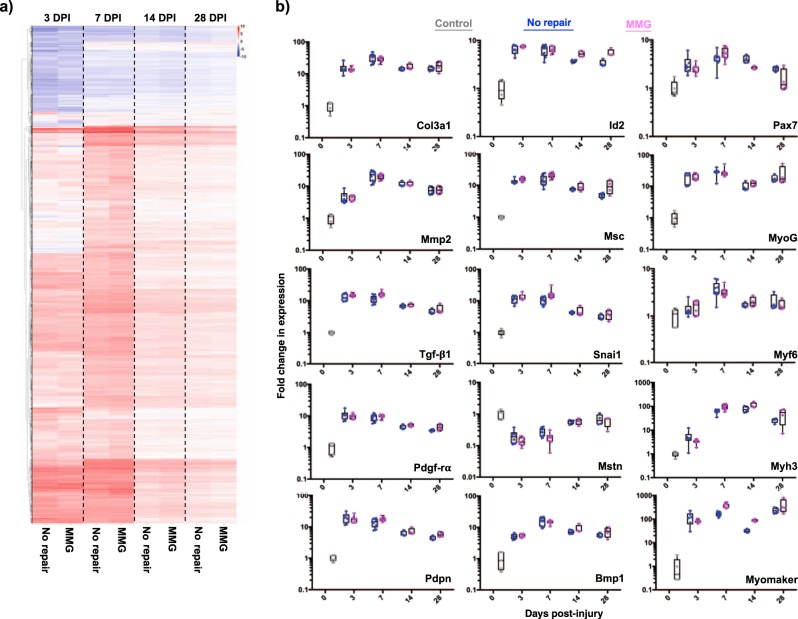
Transcriptional response of regenerative (MMGs) treatment for VML show marginal effects compared to non-repaired tissue at time points sampled. **a** Heatmap of differentially expressed genes (injured vs. uninjured) for each treatment and time point. Data are plotted as union of biological replicates. **b** Individual box plots of gene expression plotted as fold change (injured vs. uninjured) for four different time points (Sham-gray, No Repair-blue, MMG-purple). DPI days post-injury, MMG minced muscle graft, VML volumetric muscle loss

## Discussion

Currently, very little is known about the global molecular response after VML and why this injury exceeds skeletal muscle’s endogenous regenerative capabilities through satellite cells. Recently, we administered a VML injury to a swine model^16^ and observed upregulation of inflammatory and fibrotic transcriptional programs at 3 months post injury. Understanding the molecular signals that induce the response of skeletal muscle to adopt a non-regenerative phenotype and when these signals are presented is paramount in advancing our understanding of VML pathogenesis and therapeutic efficacy. In this study, we performed multi-dimensional profiling of VML-injured tissues during the healing process using muscle function, histology, and transcriptomics and compared the response to treatment with autologous MMGs. Profiling of unfractionated muscle tissue from the VML injured site enabled detection of transcripts from multiple cell types and insights into tissue-level responses.

For muscles that were non-repaired after VML, in all time points the tissue appeared to be overwhelmed by persistent inflammatory and fibrogenic signals. Histological observation of the non-repaired muscles highlighted inadequate muscle fiber regeneration and a dense population of macrophages in the defect area. This result is consistent with sustained upregulation of multiple components of the Complement system, which has previously been shown to impair muscle regeneration^20^ and promote fibrotic deposition. In contrast to muscle regenerative studies, whereby the cellular infiltrate transitions^25^ from a pro-inflammatory population to a primarily anti-inflammatory phenotype after several days, many of the inflammatory and immune-related signaling pathways remained upregulated over the entire time course. 

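Complement genes were called higher for 18, 19, 16 and 15 of 26 at 3, 7, 14 and 28 DPI in non-repaired muscle, and 15 were called on all 4 days. The median log2 fold change of the list was 2.70 at 3 DPI, 2.15 at 14 DPI and 1.65 at 28 DPI (adjusted p of the set 3.45e-04, 1.78e-06 and 1.07e-06). Without the low-complexity libraries the adjusted p at these days were 0.0220, 2.61e-04 and 1.68e-04.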

Persistent inflammation and inadequate debris clearance during muscle regeneration have been shown to influence fibrosis by inducing fibro-adipogenic progenitors (FAPs)^26,27^ to proliferate and differentiate into fibroblasts or adipocytes. We viewed sustained transcriptional overexpression of PDGFRα, a marker for FAPs, in parallel to sustained increases in expression of TGF-β1. 

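In non-repaired muscle Pdgfra measured 45.3, 21.4, 14.5 and 10.6 TPM at 3, 7, 14 and 28 DPI against 1.35 in control muscle. Its log2 fold change went from 4.31 (SE 0.309) at 3 DPI to 2.33 (SE 0.287, adjusted p 1.14e-09) at 28 DPI. Tgfb1 measured 83.01, 43.7, 28.2 and 22.0 TPM against 3.42, with a log2 fold change of 4.22 (SE 0.372) at 3 DPI and 2.37 (SE 0.344, adjusted p 7.79e-08) at 28 DPI.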

Increases in TGF-β1 signaling have been shown to block FAP apoptosis and induce fibrogenic differentiation^28^, which our current findings suggest. Moreover, elevated TGF-β1 has been shown to suppress the regenerative functions of satellite cells^29^. The collective integration of these gene expression programs for non-repaired tissues suggests a model of continuous infiltration of immune cells and perpetual inflammation that in turn regulates mesenchymal progenitors and cells to produce excess matrix^30^. A similar model of chronic inflammation that contains both pro-inflammatory and anti-inflammatory immune cells has been shown for Duchenne muscular dystrophy, which also uniquely exhibits fibrosis and FAP infiltration and differentiation^31^.

The similar gene expression programs generated from VML-injured tissues without and treated with MMGs suggests unrelenting immune and fibrotic responses following VML injury. These results support the hypothesis that persistent inflammation and strong fibrosis overwhelm and dampen myogenic repair. 

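For the list of 22 myogenic genes, the set test of minced graft against non-repaired muscle gave a lower set at 3 DPI (adjusted p 1.33e-06, median log2 difference -0.14) and a higher set at 14 DPI (1.82e-05, 0.35). At 7 and 28 DPI the adjusted p were 0.770 and 0.180. Of the single genes, 0, 1, 0 and 0 were called at 3, 7, 14 and 28 DPI (0, 9, 3 and 0 at an unadjusted p under 0.05), and the same numbers were called with adjustment over the listed genes. The adjusted p of the set were 2.62e-06, 0.911, 0.00101 and 0.0736 without the low-complexity libraries. Myh8 was then called at 14 DPI (1.66, SE 0.295, adjusted p 0.00336). In 37, 80, 18 and 30 splits of the same muscles (of 100, 100, 35 and 35), as many of the gene lists passed the threshold as in the real comparison.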

Previously^11,32,33^, MMGs were found to promote muscle regeneration after extended post-surgical times (8–16 weeks), but in the early time periods sampled here (3–28 days) myogenic regenerative expression patterns did not vary considerably compared to non-repaired samples. These early time periods were deterministically sampled, as immediate interventions have been shown to favorably promote long-term outcomes for VML. However, multiple factors may be contributing to prevention of regenerative pathways from these treatments during the early time periods sampled such as the strong upregulation of negative regulators of myogenic differentiation such as TGF-β, SMAD2/3, Snai, musculin (MSC), myostatin (MSTN), and inhibitor of differentiation (Id) proteins (Id2 and Id3). 

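Among 12 negative regulators of myogenesis, 8, 6, 6 and 6 were called higher in non-repaired than in control muscle at 3, 7, 14 and 28 DPI, and 6 on all 4 days. These counts were 8, 9, 6 and 6 without the low-complexity libraries and 6, 6, 6 and 5 with size factors as well. The set itself had adjusted p of 0.164, 0.152, 0.0621 and 0.0570. Smad2 had log2 fold changes of 1.27, 0.74, 0.58 and 0.55 and was called at 3 DPI alone (adjusted p 0.00450). It was called at 7 DPI too without the low-complexity libraries (1.06), and with size factors as well it was called on no day (0.47 at 3 DPI). Smad3 had 0.26, -0.89, 0.06 and -0.08 (adjusted p 0.774, 0.171, 0.969 and 0.961), and against contralateral muscle at 7 DPI its sign was positive (1.13, adjusted p 0.0277), with 2 of those 6 muscles from low-complexity libraries. With those left out this value was -0.32 (adjusted p 0.0512), and with size factors as well -1.17 (1.33e-10). With size factors and without the low-complexity libraries it was called lower than in control muscle at 7 DPI (-1.34). Id3 had 2.81, 2.05, 1.50 and 1.29 and was called on each day. Rescaled by size factors and without the low-complexity libraries, its value at 28 DPI was 0.84 and not called. Msc had 3.65, 3.24, 2.78 and 2.27, and Snai1 3.95, 3.10, 2.09 and 1.59.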

Since muscle repair and regeneration canonically utilizes the sequential activation of specific basic helix-loop-helix transcription factors^34^ (MyoD, MyoG, and Mef2), potent overexpression of negative regulators may block these factors from appropriately activating myogenic genes. Thus, even if satellite cells or differentiated progenitors migrate or are transplanted into the defect site, their differentiation is initially obstructed by overexpression of negative regulators.

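Myod1 had log2 fold changes of 1.50, 0.41, 0.77 and 1.15 in non-repaired against control muscle at 3, 7, 14 and 28 DPI and was called at 3 DPI alone (adjusted p 0.0395, 0.525, 0.342 and 0.127). At 28 DPI it was called too without the low-complexity libraries (adjusted p 6.04e-04), and with size factors as well it was called on no day (0.64 at 3 DPI). Myog had 6.39, 5.34, 4.41 and 4.51, with adjusted p of 3.41e-10 or lower. Mef2a lay between 0.21 and 0.60 and Mef2d between -0.20 and 0.34, and neither was called on any day. Rescaled by size factors and without the low-complexity libraries, Mef2a was negative at 3, 7 and 14 DPI and Mef2d on every day, with Mef2d called lower at 3 DPI (-1.06, adjusted p 1.64e-09).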

Another factor that may be contributing to suboptimal regenerative outcomes and inhibiting treatment efficacy at the time periods sampled is the aberrant deposition and remodeling of ECM in the defect area. Multiple ECM transcripts were strongly upregulated after VML such as fibrillar collagens, lysyl oxidase, and proteoglycans in comparison to proteases that breakdown matrix. 

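Lox had log2 fold changes of 5.60, 5.05, 4.40 and 3.29 in non-repaired against control muscle at 3, 7, 14 and 28 DPI (adjusted p 1.79e-21, 3.41e-23, 6.91e-17 and 7.60e-12). Proteoglycans were called higher for 14, 16, 13 and 12 of 20 genes, and matrix proteases for 27, 27, 23 and 19 of 33. The median log2 fold change at 3 and 28 DPI was 4.68 and 3.11 for fibrillar collagens, 2.08 and 1.67 for proteoglycans and 2.50 and 1.37 for matrix proteases. The adjusted p of the sets at 28 DPI were 1.18e-09, 4.56e-05 and 5.69e-07. The proteoglycan set did not pass the threshold at 3 DPI (adjusted p 0.102). A difference between the lists was not itself tested.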

The resulting dense composition of the deposited ECM may confer differential integrin signaling^35^ for satellite cells or myogenic progenitors in the defect site, which in turn would augment their differentiation and fusion. Loss of adhesive cues and increases in integrins^36^ (which were also detected) has previously been shown to alter muscle stem cell dynamics in aged tissues^37^ and produce weakened healing responses. Thus, the coupled action of negative regulators and dysregulated ECM produce an environment that is unfavorable for resident or transplanted myogenic cells to mediate optimal myogenic outcomes.

Integrating these results implies that VML injury drives formation of an inhibitive feedback loop^38^ that effectively limits therapies such as autologous grafts during these early periods (Fig. 6). Thus, in order to treat the response that results from a severe VML insult, treatment strategies need to be directed toward amelioration of this feedback loop. Since the immune response is the first reaction after VML injury, modulating early inflammatory effects may be effective for subsequent treatments (such as with progenitors). Indeed, recent approaches have taken aim at modulating early immune-related responses in the remaining musculature after VML injury to improve muscle regeneration^10,39^. Previously, it was shown that the behavior of mesenchymal progenitors^40^ and their differentiation into matrix-producing cells was affected by pro-inflammatory and sustained TGF-β signaling. Thus, immuno-modulatory drugs and technologies may be beneficial therapies but require consideration of their influence on the FAP population and subsequent differentiation. Another avenue of therapies requiring further investigation that may play an effective role when combined with immuno-modulation are anti-fibrotic agents^41^, which have been shown to limit pro-fibrotic TGF-β effects and persistent protein kinase B (Akt) signaling that perpetuate the feedback loop. Anti-fibrotic agents can induce apoptosis of FAPs and differentiated fibrogenic cells and when combined with inhibition of pro-inflammatory signals may permit a more favorable environment for myogenic regenerative cells to “break” the feedback loop. Combinatory treatment of inflammatory and fibrotic signals has previously been shown to attenuate muscular dystrophy pathologies^42,43^ and requires further investigation for treatment of VML. The generation of a more favorable microenvironment would then provide invading or transplanted myogenic progenitors to properly differentiate and regenerate tissue. In addition to encountering a more favorable environment, it was shown myogenic progenitors in fast twitch muscles protect against fibrosis via emission of exosomes containing microRNA-206 (miR-206)^44^, which represses ribosome-binding protein 1, a regulator of collagen biosynthesis. Thus, restoring the lack of or reduced capacity of satellite cells in the defect area may simultaneously attenuate fibrosis^45^ and promote regeneration.

**Fig. 6:**
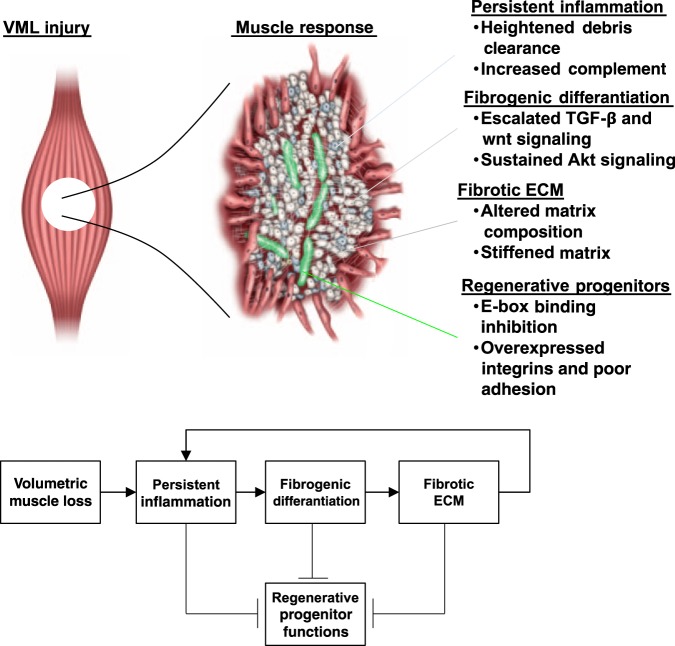
VML induces formation of an inhibitive feedback response loop that modulates the regenerative actions of myogenic progenitors. The abrupt tissue removal engenders a sustained inflammatory response that invokes fibrogenic cells to differentiate and produce excess matrix. The modified matrix and milieu in turn modifies the regenerative functions of myogenic progenitors and prevents healing. ecm extracellular matrix, VML

In summary, our work provides definitive evidence of the molecular networks that underpin the VML response and progressive degeneration and fibrosis. We used a large-scale data approach to understand how these networks are adjusted when treated with a regenerative treatment strategy. The results of a common response behavior for both treated and unrepaired samples resemble muscular dystrophies, non-dystrophic myopathies, and amyotrophic lateral sclerosis, where continuous cycles of myofiber degeneration and incessant inflammation drive fibrosis. Accordingly, the mechanisms that ultimately drive impaired tissue regeneration after VML suggest this injury may be effectively treated with therapies for dystrophic muscle or other chronic pathologies.

## Materials and methods

### Animals

A total of 76 Lewis rats were used in this study. All animal procedures were approved by the Institutional Animal Care and Use Committee and were conducted in compliance with the Animal Welfare Act and in accordance with the principles of the Guide for the Care and Use of Laboratory Animals at the United States Institute of Surgical Research. Inbred male Lewis rats (350–400 g; ~4 months of age) were purchased from Harlan Laboratories (Envigo) and a subset of Lewis GFP rats (*n* = 4) were purchased from the Rat Resource Center, all rats were housed in a specific pathogen-free animal facility and given food and water ad libitium. All rats received a pre-surgical (~30 min prior) administration of buprenorphine-SR (1.2 mg/kg; s.c.) for pain management. No adverse events were observed.

### VML injury and repair

Rats underwent surgical creation of a VML injury in the left TA muscle using aseptic technique. Briefly, the lateral incision was made along the lower leg and the skin and fascia overlying the TA muscle were reflected. A spatula tool was placed under the middle third of the TA muscle and a 6-mm biopsy punch was used partially ablate muscle tissue from the region of the muscle. Approximately, 1-mm width of tissue remained on either side of the defect, which provided continuity of proximal and distal regions of the remaining muscle mass. The wet weight of the excised tissue was measured (~86 mg). A subset of rats underwent VML injury repair with autologous MMGs (~1 mm^3^ pieces of muscle tissue). The minced grafts were prepared from the excised tissue using Vanna scissors. The fascia was closed using 6-0 Vicryl and the skin was closed using surgical staples.

### Muscle histology

TA muscle tissue isolation and freezing were performed as described previously^11^. The muscle was frozen in melting isopentane and stored at −80 °C until further analysis. Sections of 8-μm thickness were stained with hematoxylin and eosin (H&E). Composite brightfield images of the complete TA muscle were acquired using Axio Scan.Z1 microscope and ZEN imaging software (Carl Zeiss Microscopy). Additional labeling of muscle sections was completed by combinations of antibodies and probes including DAPI (1 µg/ml; Molecular Probes D21490), monoclonal anti-mouse CD68 (1 µg/ml; Biorad MCA341R), monoclonal anti-rat laminin (2.5 µg/ml; Abcam ab11576), and polyclonal anti-goat GFP (1 µg/ml; Abcam ab6673). Appropriate isotype-specific-conjugated secondary antibodies (1:200; Molecular Probes A21125, A11055, or A21202) were then applied. Fluorescent imaging of the TA muscle was conducted with an Olympus FluoView FV1000 laser scanning confocal microscope (Olympus America Inc., Melville, NY) mounted on an inverted Olympus IX81 microscope and equipped with Multi-line Argon (458, 488, and 515 nm), HeNeG (543 nm), diode (405 nm), and diode (635 nm) lasers using an Olympus UPLSAPO 20×/0.85 N.A. oil immersion lens. All images were acquired as 12-bit multi-TIFF files.

### Muscle functional assessment

In vivo functional testing of TA muscles was performed using methodology previously described^11^. Briefly, TA muscle in vivo physiological properties were measured in anesthetized rats (isoflurane 1.5–2.0%) using a dual-mode muscle lever system (Aurora Scientific, Inc., Mod. 305b). Subcutaneous needle electrodes were inserted in the posterior compartment of the lower limb on each side of the common peroneal nerve. Optimal voltage (2–5 V) was set with a series of tetanic contractions (5–10 contractions; 150 Hz, 0.1 ms pulse width, 400 ms train). Then, a skin incision was made at the antero-lateral aspect of the ankle and the distal tendons of the extensor digitorum longus and extensor hallicus longus muscles was isolated and severed above the retinaculum^11^. TA muscle maximal isometric tetanic torque was measured as a function of stimulation frequency (10–200 Hz) with the ankle at a right angle. The servomotor input and force and displacement transducer outputs are controlled and acquired, respectively, using a PC equipped with a data acquisition board (National Instruments) and custom designed Lab View (National Instruments)-based software program.

### RNA extraction, quantification, preparation, and sequencing

TA muscles were harvested from euthanized rats, immersed in Trizol (Thermo Fisher) and snap frozen on liquid nitrogen and stored at −80 °C for subsequent use. The tissues were then thawed, homogenized (Tissue Ruptor, Qiagen) for 30 s at room temperature and total RNA was isolated from the slurry using the miRNeasy Mini Kit (Qiagen) as per the manufacturer’s instructions. RNA concentration and integrity were measured with a Nanodrop spectrophotometer (Nanodrop 2000c) and Bioanalyzer (Agilent 2100), respectively. Samples that did not pass quality metrics (RIN > 7) were precluded from further processing. 500 ng of isolated total RNA was used to produce cDNA libraries using the Truseq protocol (Illumina), as per the manufacturer’s instructions. Individual libraries were pooled and sequenced using 76 base-pair paired-end reads on a Hi-Seq 2500 in high output mode to an average depth of 35 M reads per library.

### RNA-Seq data processing

High-throughput RNA sequencing reads were pseudo-aligned to the Genbank-annotated *Rattus norvegicus* (Rat) genome (build 6.0), transcript abundances were quantified and gene counts were generated using Kallisto^46^ with default parameters. To determine sample quality for downstream analysis, per sample read depth was measured, and outliers were detected by conducting PCA on the log_2_-transformed gene counts. Samples that contained poor read depth (less than 5 million reads) or were determined to be outliers by PCA were removed from downstream analysis.

DE of gene counts was calculated using the R/Bioconductor implementation of DESeq2^47^. Analysis of expression data, such as set analysis based on treatment-specific expression profiles over time, PCA of treatment by time gene profiles, and correlation of inter-treatment gene expression were performed with the R base package. DE of genes in treated samples relative to uninjured controls was determined using a log_2_ fold-change threshold greater than 1 or less than −1 and significance was measured using an adjusted *p*-value less than 0.05 (Benjamini–Hochberg correction for multiple testing). PCA plots from significant DE genes were generated using base R libraries and ggplot2 (version 2.1.0).

Pathway analysis of significant gene sets was performed using the GAGE R/Bioconductor package^48^. Pathway activation/repression was determined by gene set enrichment analysis performed by GAGE with pathway annotations from Gene Ontology Consortium^49^, KEGG and Reactome^50^ databases. Significance was measured using an adjusted *p*-value less than 0.05 (Benjamini–Hochberg correction for multiple testing).

### Statistical analyses

Data were analyzed using Prism 6 for Mac OSX (Graphpad Inc.; La Jolla, CA). All dependent variables were analyzed separately using repeated measures ANVOAs, when appropriate Tukey HSD analysis was performed. Significance was accepted at the *α* < 0.05 level and data are reported as mean ± SE.

How the deposited data were processed for this re-analysis (not part of the article)

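The authors quantified the libraries with Kallisto and deposited one table of TPM per gene symbol, and the TPM values were used as deposited. No reads or counts were used here, so the depth of each library is unknown. The table holds 16182 entries in alphabetical order. The last, Tubb4a, is incomplete and was left out, which leaves 16181 symbols up to Tubb3.

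Libraries were joined to sample labels by name. Of the samples, 9 were left unmapped: 8 from running rats at 28 DPI whose titles and labels name opposite muscles, and 1 whose label gives another day than the other libraries of its rat. Libraries of one muscle were averaged on TPM. Rats labelled as running were left out of the main comparisons and compared with the other rats separately.

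A gene was tested if its mean exceeded 1 TPM in at least 1 of 17 groups. Groups were compared with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with an intensity trend in the empirical Bayes step, in one model of 70 muscles. The comparisons were injured against control, injured against contralateral, contralateral against control, and minced graft against non-repaired injured muscle, each at 3, 7, 14 and 28 DPI, and running against non-running injured muscle. Gene p values were adjusted by the Benjamini-Hochberg method over the tested genes of a comparison, and a gene was called at an adjusted p under 0.05 with a log2 fold change beyond 1. For fixed lists the adjustment was also made over the listed genes alone.

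Gene lists were written from known gene functions, since pathway databases were not used here. They were tested with camera of limma at an inter-gene correlation of 0.01, adjusted over all lists and days of a comparison. A list with values for fewer than 80% of its genes was not tested, which held for the Wnt pathway and the integrins. PCA used the genes called on at least 1 day, and distances were taken in the first 2 components. They were tested in a PCA of all tested genes by one-sided exact permutation, with the contralateral mean position recomputed in each split. Random blocks used statmod 1.5.0. Tables and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

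The genes named in the text are 30 genes taken from the paper's results and discussion, of which Mef2c is absent from the table and 29 have values, members of the lists, and for each comparison the 3 highest and 3 lowest called genes whose groups do not overlap. Limits for calling a single muscle far from the others of its group are those of Dixon's test.

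Alternatives covered a pseudocount of 0.1, no filter, median-of-ratios size factors on TPM, the rat as a random block, each library as its own sample, running rats pooled in, a model of the compared groups alone, control muscles averaged per rat, the fold change alone, the range of rat numbers as a covariate, leaving out rat 011, and each muscle left out in turn. For single results they also covered contralateral muscle as the reference, all tested genes in the PCA and correlations, and an inter-gene correlation estimated from the data. Leaving out low-complexity libraries (ribosomal RNA above 30% of TPM or fewer than 5000 genes above 0 TPM) was added after the library values were seen. Combining this with size factors was added after the first counts were seen, and with all tested genes in the PCA after the distances were seen. Simulated data with 200 changed genes, of 11213 with the spread left without low-complexity libraries and of 11204 with the spread of all libraries, were run through the same code.

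The paper's minimum depth could not be applied to TPM, and its removal of outliers by PCA of gene counts was not applied. Histology, imaging and functional measurements of the paper were not analysed here.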

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

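Of the tests here, those for the low-complexity libraries and the splits of muscles between days were chosen only after the result was seen. The test of rat number order was chosen before.

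A single muscle far from the others of its group (Dixon's test) was found in 37 of 290 groups over the 29 named genes with a value, where chance gives 14.5. The same muscle often stood out for several genes, so these are not 37 separate events. No technical or biological explanation was tested for these muscles.

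In minced graft muscle at 14 DPI, one rat was the highest of 4 for 7 genes. Its TPM were 3026 for Col1a1 (others 1389 to 1668), 54.92 for Cd68 (30.31 to 33.78), 37.53 for Tgfb1 (28.33 to 29.13), 15.86 for Snai1 (7.65 to 9.02), 71.92 for Bmp1 (40.38 to 43.47), 296.8 for Myh3 (at most 190.3) and 57.9 for Lox (29.63 to 34.25).

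Minced graft muscle at 28 DPI had rat 076 apart from the other 3 for 4 genes: 28.64 for Id2 (others 20.23 to 20.59), 6.33 for Mstn (16.19 to 16.36), 354.3 for Myog (86.01 to 123.4) and 142.8 for Myod1 (48.57 to 61.42). At 7 DPI one rat was highest for Myog (645.1, others 247.2 to 365.1), Myf6 (477.1, 230.1 to 343.5) and Myod1 (95.63, 29.32 to 53.2). Rat 023 was highest for S100a4 (2182, others 1306 to 1682), Cd68 (289.1, 126.9 to 190.7) and Snai1 (70.7, 26.87 to 38.68), and rat 024 for Eln (132.5, 65.57 to 94.7). At 3 DPI rat 009 was highest for Lox (177, others 71.04 to 114.8).

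In non-repaired injured muscle at 7 DPI, rat 011 was highest for Col1a1 (5618, others 1669 to 3458), Eln (120.8, 35.94 to 66.42) and Mmp2 (726.9, 254 to 474.5). At 14 DPI the values apart were 371.5 for Mmp2 (250.3 to 266.4) and 19.33 for Id2 (22.25 to 22.57). At 28 DPI they were 59.44 for Cd68 (13.6 to 16.92) and 21.56 for Id2 (15.47 to 16.47) in rat 082, and 369.7 for Myf6 (167.4 to 197.4).

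Among contralateral muscles of non-repaired rats at 7 DPI, rat 012 had 246.3 for Col1a1 (others 27.11 to 106.4), 417.2 for Pdpn (2.05 to 4.24) and 228.2 for Mef2a (2.27 to 35.33), and rat 011 had 9.03 for Spp1 (0 to 0.85). Both of these muscles come from low-complexity libraries. Contralateral muscles of minced graft rats at 7 DPI had 5.33 for Pdpn (3.08 to 3.55), 25.31 for Mstn (17.06 to 18.92) and 42.61 for Mef2a (34.35 to 36.85). In control muscle the values were 16.8 for Col3a1 (40.44 to 44.94), 9.77 for Id3 (19.77 to 20.9) and 1.43 for Snai1 (1.07 to 1.1).

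Injured non-repaired muscle differed between 3 and 28 DPI by a direct test in 2681 genes (2410 higher, 271 lower). Only 1 of 35 splits of these muscles, the real one, gave as many. With size factors and without low-complexity libraries the count was 2602 (1682 higher, 920 lower). The rats of these days carry different ranges of numbers. Contralateral muscles of both arms, from the same 2 ranges, differed in 33 genes, so a difference between the ranges that both muscles share does not account for most of the 2681.

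The difference between minced graft and non-repaired muscle was itself different between 7 and 28 DPI in 14 genes, and 3 of 100 splits gave as many. Without the low-complexity libraries 1 gene was left, so those libraries fit as the explanation.

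Contralateral muscles of both arms differed between 3 and 28 DPI in 33 genes, all higher at 3 DPI. The real split gave the most, 1 of 18, and with so few splits chance cannot be told apart. Without the low-complexity libraries 194 genes were higher and 4 lower, and with size factors as well 56 higher and 29 lower, so that all were higher depended on the scaling. None of those libraries is in these groups, and leaving them out changes only the pooled variance and the genes tested.

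Running rats, which the paper does not describe, had 3 genes called at 3 DPI against rats without running (14 and 10 injured muscles). These were Mir133a, Nppa and Prima1, all lower, and 13 of 100 splits gave as many, so chance fits. At 7 and 14 DPI 0 genes were called (337 and 172 at an unadjusted p under 0.05). All splits gave as many, 100 of 100 on each day, but every split reaches a count of 0, so the splits cannot test these days.

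At 28 DPI 8 genes were called in running rats (4 against 8 muscles), all lower: Clrn1, Ctxn3, Faah, Map6d1, Musk, Sohlh2, Tac4 and Tmem158, with log2 differences from -1.17 to -1.61. Without the low-complexity libraries 35 were called. None of those libraries is in the groups compared, so leaving them out changes only the pooled variance and tests nothing about the 8 genes. The 4 running rats have higher numbers than the 8 others, so running and the order of the rats go together in this comparison. Among rats without running, those with higher numbers scored 0.398 lower on these genes than those with lower numbers (4 and 4 rats, two-sided exact permutation p 0.4857). That test shows no effect of order, but with 4 rats against 4 it does not rule one out, and running cannot be told apart from the order of the rats.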

How the results depend on the processing

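A result is counted as reversed if its sign differs and its values are not both within 1 SE of 0. A count is said to move if it leaves the range of 1.5 times up or down. Gene sets are said to reverse only if a value passed the threshold, the PCA is judged by the SD of its ratio, and the correlations by an SD of 0.0922. For every move below, the cause was not tested. Alternatives were set before the data were examined, except leaving out low-complexity libraries and its combinations with size factors and with all tested genes in the PCA.

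Injured against control muscle kept its count on each day under the alternatives, with 2 exceptions. With contralateral muscle of the same day as the reference the counts at 3, 7 and 28 DPI were 3368, 8113 and 1182 instead of 5400, 4163 and 2237, and 967 on all 4 days instead of 1988. With each library as its own sample the count at 28 DPI was 1121 instead of 2237, and on all 4 days 936. The depth of the libraries is unknown, and this limits what can be said of genes with low values.

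A pseudocount of 0.1 gave 6915 and 15 genes for contralateral against control muscle at 7 and 14 DPI instead of 4064 and 2. It gave 0 (90 at an unadjusted p under 0.05) for minced graft against non-repaired at 14 DPI, and 0 (174) for running at 28 DPI.

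Median-of-ratios size factors gave 9, 1660, 6 and 2 genes for contralateral against control at 3, 7, 14 and 28 DPI, against 244, 4064, 2 and 4. For minced graft against non-repaired they gave 7 at 7 DPI and 1 at 14 DPI instead of 124 and 2, and for running 0 at 3 DPI (649 unadjusted) and 17 at 28 DPI instead of 3 and 8.

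Each library as its own sample gave 2016, 4518, 285 and 82 genes for injured against contralateral, instead of 3368, 8113, 2034 and 1182. Contralateral against control then had 5, 7, 1 and 1. Minced graft against non-repaired had 6050 at 7 DPI and 0 at 14 DPI (52 unadjusted), and running 0 at 28 DPI (56 unadjusted).

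Running rats pooled in gave 738 and 14 genes for contralateral against control at 3 and 14 DPI. For minced graft against non-repaired it gave 0 at 3 DPI (178 unadjusted) and 38 at 7 DPI. A model of the compared groups alone gave 24, 3, 0 (907 unadjusted) and 1 for contralateral against control, and 0 at 3 DPI (1872 unadjusted) and 1 at 14 DPI for minced graft against non-repaired. Control muscles averaged per rat gave 10, 14, 0 and 0 for contralateral against control (95 unadjusted at 28 DPI). Without rat 011 the counts at 7 DPI were 112 for contralateral against control and 221 for minced graft against non-repaired.

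Without the low-complexity libraries injured against contralateral had 5367 genes at 7 DPI, contralateral against control 735, 96, 93 and 32, minced graft against non-repaired 10 at 7 DPI, and running 35 at 28 DPI. The sets past the threshold for minced graft against non-repaired were 3 at 14 DPI and 2 at 3 DPI, instead of 6 and 6. The PCA ratio was 6.878 instead of 1.691.

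With size factors and without the low-complexity libraries injured against contralateral had 3512 genes at 7 DPI. Contralateral against control had 146, 186 and 60 at 7, 14 and 28 DPI, minced graft against non-repaired 1 at 3 DPI and 1 at 7 DPI, and running 28 at 28 DPI. The sets past the threshold were 3 at 14 DPI and 3 at 3 DPI, and the PCA ratio 11.85.

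With the inter-gene correlation estimated from the data, 0 sets passed the threshold at 3, 7, 14 and 28 DPI, both for injured against control (9, 10, 11 and 10 otherwise) and for minced graft against non-repaired (6, 4, 6 and 4). With all tested genes in place of called genes the PCA ratio was 1.163, without the low-complexity libraries 5.466, and with size factors as well 10.22. With each arm against its own contralateral muscles the correlation of fold changes at 7 DPI was 0.86 instead of 0.986.

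With a single muscle left out, minced graft against non-repaired had from 1 to 6 genes at 3 DPI, 78 to 218 at 7 DPI, 1 to 5 at 14 DPI and 0 throughout at 28 DPI. Contralateral against control had from 25 to 290 at 3 DPI, 0 to 2 at 14 DPI and 1 to 5 at 28 DPI. At 7 DPI it had from 1.3e+02 (to 2 digits) to 5189. The range was for running 1 to 3, 0 to 1, 0 to 1 and 2 to 17. The PCA ratio ranged from 1.564 to 2.338. Injured against control and against contralateral stayed within the range on each day.

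Named genes in injured against control muscle reversed in 11 of the fits compared, with 966 the same, 32 stronger and 35 weaker. With size factors and without the low-complexity libraries these were Myf6 (-0.10), Smad3 (-0.61) and Mef2a (-0.25) at 3 DPI, Mef2a at 7 DPI (-0.20), Smad3 (-0.40), Mef2a (-0.24) and Mef2d (-0.17) at 14 DPI, and Mef2d at 28 DPI (-0.13). Without the low-complexity libraries alone it was Mef2d at 7 DPI (0.15). With contralateral muscle as the reference they were Smad3 (1.13) and Mef2d (1.535) at 7 DPI.

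Named genes in minced graft against non-repaired muscle reversed in 10 fits, with 858 the same, 20 stronger and 40 weaker. With size factors and without the low-complexity libraries they were Mef2d at 3 DPI (-0.13) and Mmp2 (-0.0169), Mstn (-0.29), Myf6 (-0.19), Smad3 (-0.13), Myod1 (-0.26) and Mef2d (-0.17) at 7 DPI. Without those libraries alone it was Mstn at 7 DPI (-0.23). Running rats pooled in reversed Spp1 at 14 DPI (-0.49) and 28 DPI (0.76). Gene sets were the same in 613 fits, stronger in 19 and weaker in 88, and none reversed.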

Differences from the paper's values

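The paper's values here were read by eye from its figures, to at most 2 significant digits. A count or median is called within the paper's value if it lies in the range used above for counts that move, taken around that value. A count within it can therefore still be well above or below the paper's value. The counts here leave out genes late in the alphabet and rest on limma with TPM, whereas the paper tested gene counts. How much of a gap this makes was not tested.

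The number of genes called at 7 DPI alone was 264, against the paper's about 1900 in Fig. 3, read by eye. None of the alternatives set before the data were examined closed the gap: they gave from 203 to 670, and 4810 with contralateral muscle of the same day as the reference. Neither did the 2 alternatives chosen after seeing the values (355 and 210).

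At 14 DPI alone the number was 25, against the paper's about 51 in Fig. 3, read by eye. Among the alternatives set before the data were examined, each library as its own sample (35) and running rats pooled in (57) fell within the paper's value. The others did not (9 to 29). Of the settings chosen after seeing the values, size factors without low-complexity libraries gave 37, within it. Leaving out those libraries alone gave 15, outside it.

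At 28 DPI alone the number was 56, against the paper's about 16 in Fig. 3, read by eye. Contralateral muscle as the reference gave 16, and no other alternative set before the data were examined fell within the paper's value (30 to 69).

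On all 4 days 1988 genes were called, against the paper's about 1300 in Fig. 3, read by eye. Of the alternatives set before the data were examined, median-of-ratios size factors (1858), each library as its own sample (936), control muscles averaged per rat (1710) and contralateral muscle as the reference (967) fell within it. The others did not (1959 to 2705), single muscles left out aside. With each muscle left out in turn the count ranged from 1525 to 2153, and the lowest of these fell within the paper's value. Of the settings chosen after seeing the values, size factors without low-complexity libraries gave 1438, within it. Leaving out those libraries alone gave 2105, outside it.

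The median TPM of Ccl2 in non-repaired injured muscle at 7 DPI was 37.83, against the paper's about 60 in Fig. 3, read by eye. Each library as its own sample (33.38) and running rats pooled in (37.83) differ by less than their larger SD. Leaving out low-complexity libraries, chosen after seeing the values, gave 50.02, within it.

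The median TPM of Col1a1 in the same muscles was 2046, against the paper's about 3600 in Fig. 3, read by eye. Each library as its own sample (2176) and running rats pooled in (2198) differ by less than their larger SD, and leaving out low-complexity libraries, chosen after seeing the values, gave 3494.

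The paper lists myostatin among negative regulators that rise strongly. Mstn fell by 1.42, 2.29, 1.02 and 0.59 log2 units at 3, 7, 14 and 28 DPI against control muscle. The paper also lists SMAD3, and Smad3 was not called higher on any day, with log2 fold changes of 0.26, -0.89, 0.06 and -0.08. Against contralateral muscle at 7 DPI it was called higher (1.13), but 2 of those 6 muscles come from low-complexity libraries. With those libraries left out, a setting chosen after seeing the values, it was -0.32 and not called, and with size factors as well it was called lower against contralateral (-1.17) and control muscle (-1.34). Smad2 was called higher at 3 DPI alone, and at 7 DPI too without the low-complexity libraries. With size factors as well, Smad2 was called on no day.

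The paper places the most day-specific genes at the first pair of days. At 3 and 7 DPI alone 1575 and 264 genes were called, the highest and the next.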

Other observations

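Of the tests in this part, those of low-complexity libraries for gene counts, of the share of higher genes, of the contralateral muscles at 3 DPI and of the myogenic list at 14 DPI were chosen only after the result was seen. Patterns found here are hypotheses, since they were found and tested on the same data.

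Splits of the same muscles into groups of the same sizes were refitted. For injured against control muscle the real split alone gave as many called genes: 1 of 35 at 3 DPI, 1 of 100 at 7 DPI, 1 of 35 at 14 DPI and 1 of 35 at 28 DPI. The gene lists past the threshold numbered 9, 10, 11 and 10, above the median of the other splits (8, 9, 3.5 and 5.5), but 17 of 35, 44 of 100, 11 of 35 and 14 of 35 splits gave as many. For minced graft against non-repaired muscle, 40 of 100, 1 of 100, 1 of 35 and 35 of 35 splits gave as many called genes, and 37 of 100, 80 of 100, 18 of 35 and 30 of 35 as many lists. The 35 of 35 belongs to a count of 0 genes at 28 DPI, which every split reaches, so it tests nothing. The number of lists past the threshold does not by itself part the real groups from chance. For injured against control muscle it does not show chance either, since many splits are uneven mixes that keep part of a real difference.

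Injured against contralateral muscle at 7 DPI gave as many called genes in 1 of 64 splits. Contralateral against control muscle at 7 DPI gave as many in 38 of 100, and 96 genes instead of 4064 once the low-complexity libraries were left out, so those libraries fit as the explanation of the 4064. For minced graft against non-repaired muscle at 7 DPI the count went from 124 to 10 without them, and 8 of 100 splits then gave as many.

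The share of called genes that are higher in injured muscle at 3 DPI was 94.8%. With size factors and without low-complexity libraries it was 69.9%, between the values set for a few muscle genes taking much of the TPM and for no such effect, so the 2 cannot be told apart.

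Contralateral muscles of non-repaired rats at 3 DPI had 243 genes higher than control muscle. In minced graft rats the mean of these genes was 0.497 log2 units higher at 3 DPI (2 muscles) than at 7, 14 and 28 DPI (10 muscles). The two-sided exact permutation p was 0.01515, the smallest of 66 splits, so a difference between the cohorts does not account for this difference between days. It may still account for part of the rise over control muscle, which was above 1 log2 unit for each of the 243 genes. Within rats numbered below 033 the difference from 7 DPI was 0.5906. The 3 DPI muscles scored -0.8042 and -0.6651 and the 7 DPI muscles -1.34 and -1.31. All are of one number range, so these values argue against the range as the cause in these minced graft rats. With 2 muscles against 2, chance is not ruled out. A response of uninjured muscle to surgery at 3 DPI remains a hypothesis, and other technical causes were not tested.

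Myogenic genes at 7 DPI were all higher in minced graft muscle (22 of 22, median 0.483), but their set had an adjusted p of 0.770, and 0.9107 without the low-complexity libraries. In rats numbered above 100 the median was 0.1936 (14 of 21 higher). Leaving out the low-complexity libraries took the median to 0.1681 (15 of 22 higher), and in rats numbered below 033 from 0.8245 (22 of 22) to 0.1202 (13 of 22), so that all genes were higher depended on those libraries. Since the set passed the threshold in neither setting, a smaller effect cannot be told apart from them or from the number range. At 14 DPI 21 of 22 were higher and the set passed the threshold, but 2 of 35 splits gave a median as far from 0 (the fewest possible is 1), so chance is not ruled out.

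Across injured muscles of both arms at 7 DPI (16 muscles, low-complexity libraries left out), the mean of adult muscle fiber genes correlated with that of fibrillar collagen genes at r -0.678 (permutation p 0.00379, adjusted 0.0152) and rho -0.676 (p 0.00537, adjusted 0.0215), and at r -0.633 without the 2 muscles farthest out. At 3, 14 and 28 DPI r was -0.712, -0.699 and -0.444, with adjusted p of 0.0391, 0.0659 and 0.272, and rho was -0.697, -0.667 and -0.262, with adjusted p of 0.0599, 0.111 and 0.536. Without the 2 muscles farthest out r was -0.531, -0.488 and 0.597, so at 28 DPI the sign changed. TPM of one library share a total, and the amount of surviving muscle in a sample was not measured here, so the 2 cannot be told apart.

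In the unmapped libraries of running rats at 28 DPI, those titled as control muscle had 418.95, 481.54, 345.26 and 1040.23 TPM of Col1a1. Those titled as injured had 35.45, 24.2, 13.07 and 31.95 TPM. Spp1 was 3.13 to 9.29 TPM in those titled as control and 0.15 to 0.88 in those titled as injured. For Acta2 these ranges were 51.1 to 94.11 and 28.73 to 37.31, and for Ccl2 3.48 to 9.29 and 1.12 to 3.19. These values go with the labels and argue against the titles of these libraries, which stayed out of the comparisons. The library whose day is unclear had 207.25 TPM of Col1a1 and 3.85 TPM of Ccl2.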
